A study of Mus musculus with 9 samples.

How the data were processed

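CpG methylation was measured by whole-genome bisulfite sequencing in 9 nucleus accumbens samples, 1 per mouse, 5 labelled Control and 4 labelled Susceptible. Per the labels' protocols, DNA came from frozen punches by a micro-scale column kit with RNase treatment, and libraries were made with the Zymo Pico Methyl-seq kit, which suits small inputs. The aligner, the methylation caller, the genome build and any removal of repeated reads are not given in the sources used here. Each library has 1 deposited file that lists cytosines of CpGs by strand, with the number of calls there and the percentages of calls read as C and as T.

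Per the file headers, the coverage column holds the count of calls at a cytosine, and these counts are whole numbers that the authors did not normalise as far as the values show. The deposited percent of C and percent of T sum to 100.0 at every listed cytosine, and the count times the percent of C gives a whole number within rounding, so methylated calls were recovered from each pair. Every listed cytosine has at least 10 calls, so a minimum of 10 was applied before deposit. The total of listed calls is therefore what passed that minimum, from 313475624 to 570984634 per library over 13446563 to 22631489 cytosines, and is not the full depth. In Control 5 and Control 8, 4 and 8 entries repeated a cytosine on the same strand, and the first entry was kept. Unplaced scaffolds, 0.0424 to 0.0531% of listed cytosines, were left out. No spike-in control or call outside CpG was used here. No column was left unmapped, and the labels give no batch.

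The strands of a CpG were added. Coordinates are printed as the files give them, counted from 1. Gene names came from a RefSeq table of assembly GRCm38.p6, which gives gene bounds without strand or exons and was used only for names and for which genes lie near. Its fit to the files was checked on 21631 protein-coding genes: windows at gene ends held 42.5 CpGs and read 28.7%, against 19.1 to 20.4 CpGs and 69.9 to 71.4% when shifted by 10000 to 100000 bp, and gene ends were the lowest on 20 of 20 chromosomes.

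Levels per library are methylated calls over all calls. Differences of group means were tested with exact permutation tests over all splits of the 9 samples, two-sided except for sample separation, which was one-sided, with Benjamini-Hochberg adjustment within each family (4 chromosome classes, 8 feature classes, 4 cell type lists). The smallest p these splits can give is 0.00794. Feature classes were density of listed CpGs in 1-kb windows, gene ends, protein-coding gene bodies and the remainder. Classes such as exons need an annotation that was not used here. Sample separation used 1 minus the Pearson correlation across tiles. Binomial intervals are Wilson intervals at 95%.

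Tiles of 1000 bp on autosomes and X (at least 3 CpGs and 20 calls in every library), single CpGs (at least 5 calls, which removes nothing given the minimum of 10) and gene ends were tested with a quasi-binomial logistic model on the counts of methylated and unmethylated calls. The Pearson dispersion was moderated with the formulas of limma's squeezeVar and kept at 1 or more, the group term was tested by F test, and a call needed a Benjamini-Hochberg adjusted p under 0.05. The planned promoter windows need the strand of a gene, which the table does not give, so the 1000 bp on each side of the CpG-richer gene end of protein-coding and long noncoding RNA genes stood in for them. That replacement was chosen after seeing the data, and the candidate and imprinted lists use the same windows. Other splits of the samples were drawn with a fixed seed, 100 for tiles and gene ends and 40 for CpGs.

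Strand disagreement was measured in each library at CpGs listed on both strands with levels of 20 to 80%, as the Pearson statistic per CpG over its binomial value. The tile test and the CpG test were run first on data simulated from these libraries with 200 changed features. The changed features all had pooled levels near the middle of the scale. The simulation used a common spread and a spread scaled by strand disagreement. The moderated statistics were compared with limma itself on a sample of tiles.

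Gene lists written in advance held 27 candidate genes, 15 imprinted genes and 16 neuron, 12 oligodendrocyte, 10 astrocyte and 10 microglia genes. Snrpn, 1 of the imprinted genes, did not pass the minimum. Lists of 12 striatal and 8 cortical projection neuron genes were written after the cell type lists had been looked at, and none of their genes is in the earlier lists. The 5 striatal genes of the neuron list that had not drawn notice were counted alongside. Named features were fixed by a rule written in advance. It takes tiles past the threshold with groups that do not overlap, the 5 largest differences in each direction, and for CpGs and gene ends the 3 largest. Where fewer than 5 pass, features of smallest unadjusted p fill up to 5 and are said to miss the threshold. For candidates it takes every gene past the threshold over the list and the gene of smallest p, and for imprinted genes the highest and the lowest.

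Alternatives covered the dispersion, the test (limma on logit methylation with 1 call added to each class, and a pooled chi-square), thinning of calls until the mean calls per tested feature matched the shallowest library, depth as a covariate, minimum calls, missing values, an effect size of 10 points, autosomes alone, leaving out the most covered CpGs, tile size and start, strands kept apart, window size, weighting, distance measures, a replicate block and leaving out each library. Added after seeing the data were division of calls by strand disagreement and leaving out the 2 libraries of highest strand disagreement. Windows of 2000 bp on each side and a minimum of 20 calls per CpG were also added then. So was the use of CpGs listed in all 9 libraries for chromosome classes, feature classes, tiles and sample separation. For the genome-wide level that alternative was planned. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.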

Results

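Whole-genome bisulfite sequencing was applied to DNA from tissue punches of the nucleus accumbens, a region of the ventral striatum that belongs to the reward circuitry of the brain. Bisulfite converts unmethylated cytosines and leaves methylated ones, so the share of calls that stay cytosine was taken as the methylation level of a CpG. Hydroxymethylated cytosines also stay, and were not told apart. The 9 libraries came from male C57BL/6J mice aged 8 weeks, and the labels put 5 mice in a Control group (numbered 2, 3, 4, 5 and 8) and 4 in a Susceptible group (numbered 2, 3, 6 and 7). The stressor was chronic social defeat, in which a mouse met an aggressive CD1 male on 10 consecutive days. The same treatment text accompanies every library, so how the Control mice were handled and how susceptibility was scored are not given in the sources used here. The comparison asked whether CpG methylation in this region differed between the 2 groups.

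Depth differed between the groups. The deposited calls at CpGs summed to 382904516 in Control 2, 427157279 in Control 3, 416039212 in Control 4, 313475624 in Control 5 and 430312082 in Control 8. They summed to 570984634 in Susceptible 2, 434962759 in Susceptible 3, 509386940 in Susceptible 6 and 432409939 in Susceptible 7. Every Susceptible library lay above every Control library, and the ratio of the group means was 1.24. The two-sided exact permutation p of that difference was 0.00794, the smallest that the splits of 9 samples can give. Because each listed cytosine had at least 10 calls, these sums measure what passed that minimum and not the full depth. Mean calls per listed cytosine ranged from 20.2 to 26.7 and did not separate the groups (exact permutation p = 0.794). Of 19031086 CpGs listed in any library, 5821189 were listed in all 9. Intervals given here cover counting error only, since repeated reads of one molecule are counted apart.

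Autosomal methylation did not differ detectably between the groups. The level, taken as methylated calls over all calls, was 76.4% ± 0.510 (SD, n = 5) in Control and 75.8% ± 0.964 (SD, n = 4) in Susceptible libraries, from 307463967 to 561774919 calls per library. The difference was -0.597 percentage points, which the spread between animals covers (two-sided exact permutation p = 0.278). The alternative that moved it most used only the 5800730 autosomal CpGs listed in all 9 libraries, each weighted equally, and gave +0.0131 points (exact permutation p = 0.984).

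Among the 4 chromosome classes, only the mitochondrial level differed past the threshold. Mitochondrial CpG calls read as methylated in 3.06% ± 0.513 (SD, n = 5) of Control calls and 12.4% ± 3.01 (SD, n = 4) of Susceptible calls, a difference of +9.32 points. Its two-sided exact permutation p was 0.00794, the smallest possible, and 0.0317 after Benjamini-Hochberg adjustment over the 4 classes. The Control libraries 2, 3, 4, 5 and 8 stood at 3.62%, 2.33%, 3.23%, 3.35% and 2.76%. The Susceptible libraries 2, 3, 6 and 7 stood at 14.7%, 15.1%, 10.8% and 8.96%, so each was higher than every Control library. With 913027 to 2038090 mitochondrial calls per library, the 95% Wilson intervals were narrow: 3.59 to 3.65% in Control 2, the highest Control, and 14.7 to 14.8% in Susceptible 2. The X level was 78.3% ± 0.794 (SD, n = 5) in Control and 76.9% ± 0.717 (SD, n = 4) in Susceptible libraries, a difference of -1.34 points. It missed the threshold after adjustment (exact permutation p = 0.0476, adjusted 0.0952). Over the 18210 X CpGs listed in all 9 libraries it turned to +0.1997 points (exact permutation p = 0.659, adjusted 0.878). The Y level was 79.5% ± 0.301 (SD, n = 5) in Control and 80.5% ± 1.07 (SD, n = 4) in Susceptible libraries. The difference of +0.963 points also missed the threshold (exact permutation p = 0.0952, adjusted 0.127) and fell to +0.511 points without Susceptible 6. It was +0.459 points with each Y CpG weighted equally. Over Y CpGs listed in all 9 libraries it was +0.316 points (exact permutation p = 0.452, adjusted 0.878).

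**Figure D1:**
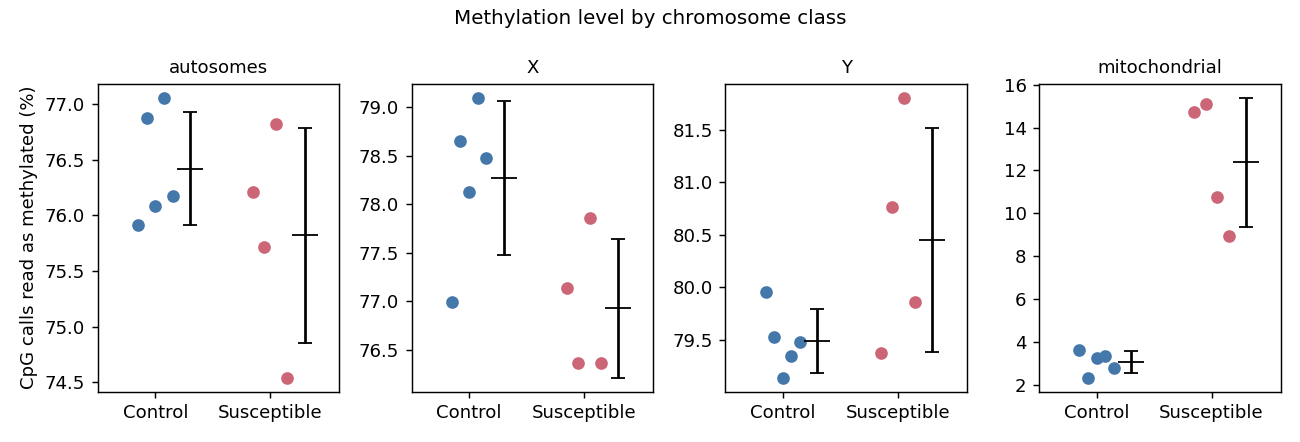
Share of CpG calls read as methylated, in percent on separate vertical scales that do not start at 0, for autosomes, X, Y and the mitochondrial chromosome; each point is 1 library, and the bar beside each group gives the mean and SD of 5 Control or 4 Susceptible libraries. In the mitochondrial panel the Susceptible libraries lie between 8.96% and 15.1%, above the highest Control library at 3.62%.

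The mitochondrial difference was found at most of the CpGs listed. Of 223 mitochondrial CpGs listed in all 9 libraries, 217 (97.3%) were higher in every Susceptible library than in every Control library and 0 were lower in every one, where random labels would give 0.794% in each direction. None of the 223 lay between positions 6431 and 9344 or between 9943 and 10998, so these stretches gave no value. The CpG at 9344 ran the other way, with means of 4.33% in Control and 1.84% in Susceptible libraries. The median CpG stood at 2.82% in Control and 11.3% in Susceptible libraries, and the highest group mean of any CpG was 17.0% and 51.5%. Cytosines on the forward strand read 5.47% ± 0.880 (SD, n = 5) in Control and 25.5% ± 5.88 (SD, n = 4) in Susceptible libraries. Those on the reverse strand read 2.58% ± 0.444 (SD, n = 5) and 8.84% ± 2.03 (SD, n = 4). The exact permutation p was 0.00794 for both strands, again the smallest possible. Mitochondrial calls per 1000 autosomal calls were alike, at 3.35 ± 0.549 (SD, n = 5) and 3.56 ± 0.395 (SD, n = 4), with an exact permutation p of 0.540. Listed calls also separated the groups, and the labels give no sequencing batch, so the mitochondrial difference cannot be compared within batches. Libraries of nearly equal listed calls still differed: Control 3 and 8 stood at 2.33% and 2.76%, and Susceptible 3 and 7 at 15.1% and 8.96%. No unmethylated spike-in or call outside CpG was used here, so the unconverted share of mitochondrial cytosines is unknown.

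**Figure D2:**
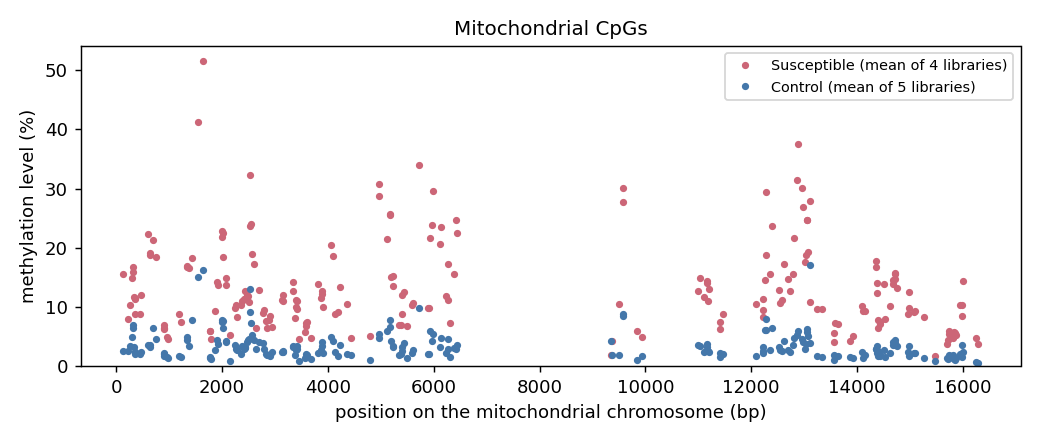
Methylation level in percent of the 223 mitochondrial CpGs listed in all 9 libraries, against position in base pairs; red points are means of 4 Susceptible libraries and blue points means of 5 Control libraries, without error bars. At 217 of the CpGs every Susceptible library is higher than every Control library.

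Levels by genomic feature showed no difference past the threshold in any of 8 classes. Windows of 1 kb were grouped by how many CpGs they held that were listed in any library. These classes therefore also depend on which CpGs passed the minimum of calls. Those with 40 or more CpGs, the densest, read 12.7% ± 0.787 (SD, n = 5) in Control and 11.9% ± 0.282 (SD, n = 4) in Susceptible libraries, a difference of -0.765 points (exact permutation p = 0.0714, adjusted over the 8 classes 0.349). CpGs within 1 kb of an end of a protein-coding gene read 29.8% ± 0.523 (SD, n = 5) and 29.1% ± 0.456 (SD, n = 4), a difference of -0.721 points (exact permutation p = 0.0873, adjusted 0.349). Over CpGs listed in all 9 libraries both differences changed sign, to +0.0514 and +0.04997 points. The other 6 classes differed by -0.551 to +0.0122 points, each with an adjusted exact permutation p of 0.984. The largest of these, in windows with 20 to 39 CpGs, fell to -0.00249 points without Susceptible 7. Inside protein-coding genes the level was 80.4% ± 0.467 (SD, n = 5) in Control and 80.2% ± 1.09 (SD, n = 4) in Susceptible libraries, and outside protein-coding and long noncoding RNA genes 83.8% ± 0.292 (SD, n = 5) and 83.4% ± 1.06 (SD, n = 4). The difference inside genes, -0.186 points, turned to +0.139 over CpGs listed in all 9 libraries.

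Counts in tiles varied between animals far more than binomial sampling would give. The median Pearson dispersion of 1-kb tiles was 6.33, where 1 is binomial. Noise also differed between libraries. When the strands of one CpG, which come from different molecules, were compared within a library, their disagreement exceeded the binomial amount by a factor of 18.4 in Control 5 and 19.7 in Control 8. The factor was 3.26, 5.45 and 6.10 in Control 2, 3 and 4, and 2.69, 2.38, 4.45 and 3.49 in Susceptible 2, 3, 6 and 7. The group means of 10.6 ± 7.81 (SD, n = 5) and 3.25 ± 0.923 (SD, n = 4) were not separated by an exact permutation test (p = 0.127).

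No 1-kb tile differed at an adjusted p under 0.05. Of 2415007 tiles with any listed CpG, 1041809 had at least 3 CpGs and 20 calls in every library, with a median of 249 calls per library. The quasi-binomial model, with its dispersion moderated by the formulas of limma, called 0 tiles, with a smallest adjusted p of 0.103. With 1 library left out that value ran from 0.0378 without Control 4, the only call, to 0.775 without Control 3. It was higher still without Susceptible 6, and 0.823 with depth as a covariate. Every Susceptible library had more listed calls than every Control library, so that covariate can take up a group difference. At an unadjusted p under 0.05 the model gave 45605 tiles, 4.38% of those tested. It gave between 29547 (2.84%, without Susceptible 6) and 55883 (5.36%, without Control 4) when 1 library was left out. limma on logit methylation and the model without moderation also called 0, with 36550 and 45579 tiles at that unadjusted level. A chi-square test on calls pooled per group, the alternative that moved the count most, called 402047 tiles, but it ignores the spread between animals. The sample values of the groups did not overlap in 16236 tiles (1.56%), where random labels give 1.59%. Group means differed by 10 points or more in 42685 tiles (4.10%), with a median absolute difference of 2.31 points. On simulated tiles built from these libraries, the model recovered none of 200 tiles changed by 10 points, 9.5% of those changed by 20 points and 82% of those changed by 40 points. Where the simulated spread followed each library's own strand disagreement, the last of these shares was 77%. All changed tiles were placed near the middle of the scale, and changes at other levels were not simulated. Near the middle of the scale, differences of 10 points in a single tile were thus not detectable at this depth and spread.

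The 5 tiles of smallest unadjusted p all missed the threshold, although the sample values of the groups did not overlap in any of them. The first lies on chromosome 5 at 125434001 to 125435000, overlaps Dhx37, and read 3.18% ± 1.08 (SD, n = 5) in Control and 14.3% ± 2.57 (SD, n = 4) in Susceptible libraries, from 449 to 1662 calls per library. Its difference of +11.2 points had an adjusted p of 0.103 in the model with limma's moderation. With 1 library left out that adjusted p ran from 0.0763 without Susceptible 2 to 0.775 without Control 3, and higher still without Susceptible 6. A tile overlapping Tmem185b on chromosome 1 at 119526001 to 119527000 rose from 22.0% ± 1.52 (SD, n = 5) to 30.7% ± 2.84 (SD, n = 4). One overlapping Gpr153 on chromosome 4 at 152282001 to 152283000 was lower, at 69.4% ± 2.43 (SD, n = 5) against 56.1% ± 1.07 (SD, n = 4). Tiles overlapping Phactr1 on chromosome 13 at 43039001 to 43040000 and Ddhd1 on chromosome 14 at 45636001 to 45637000 were higher, by +26.0 and +17.0 points. Phactr1 read 55.8% ± 5.57 (SD, n = 5) against 81.8% ± 2.29 (SD, n = 4), and Ddhd1 32.8% ± 6.66 (SD, n = 5) against 49.8% ± 2.04 (SD, n = 4). Adjusted p for these last 4 tiles ran from 0.397 to 0.945 in the same limma-moderated model. Without Control 4 the Ddhd1 tile passed the threshold, with an adjusted p of 0.0378 from that model, but with the most covered CpGs of each library left out its adjusted p was 0.997. The gene table used for names gives no exons, so the part of the gene is not stated.

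**Figure D3:**
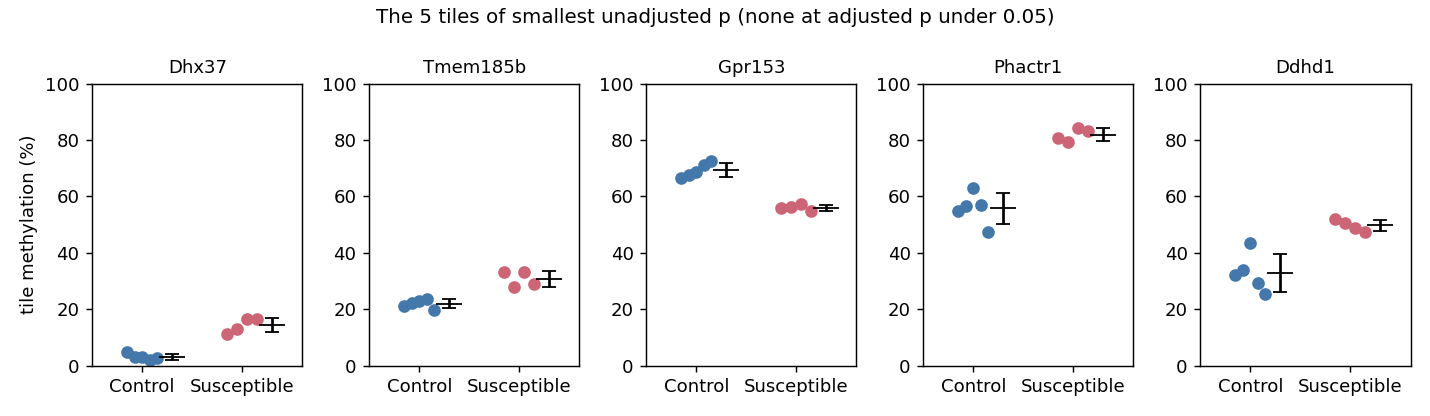
Methylation in percent of the 5 tiles of smallest unadjusted p, each named by the gene it overlaps; points are libraries, and the bars beside them give the mean and SD of 5 Control or 4 Susceptible libraries. The groups do not overlap in any of the 5, and the smallest adjusted p is 0.103.

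Single CpGs gave the same count. Among 5627449 CpGs that could be tested, with a median of 36 calls per library, the quasi-binomial model with limma's moderation called 0 at an adjusted p under 0.05 (smallest 0.614). It gave 455006 CpGs (8.09%) at an unadjusted p under 0.05, and limma on logit methylation called 0, with 260293 CpGs (4.63%) at that level. With calls divided by each library's strand disagreement the limma-moderated model gave 94916 CpGs (1.69%) at that level. The unadjusted share of the model is loose at single CpGs, since 7.25 to 7.36% of simulated unchanged CpGs passed it. The pooled chi-square test called 1539775 CpGs. The groups did not overlap at 100364 CpGs (1.78%, against 1.59% for random labels). The smallest p belonged to a CpG in Rnf213 on chromosome 11 at 119424124, which read 97.4% ± 1.69 (SD, n = 5) in Control and 65.8% ± 8.77 (SD, n = 4) in Susceptible libraries from 19 to 110 calls. The next 4 lay in Dnah11 (chromosome 12, 118188490, -27.0 points), Zfhx3 (chromosome 8, 108827774, +42.3 points), 1700113H08Rik (chromosome 10, 87099253, -28.7 points) and nearest to Gm27230 (chromosome 9, 72414158, -32.3 points). All 5 had an adjusted p of 0.614 and missed the threshold. On simulated CpGs with a common spread, none of 200 changed by 40 points, 13.5% of those changed by 60 points and 58% of those changed by 80 points were recovered. Where the spread followed strand disagreement these shares were 0%, 9.5% and 71%. The changed CpGs all lay near the middle of the scale before the change, so other levels were not covered.

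Gene ends were tested in place of promoters, because the gene table gives no strand. For each gene the window of 1000 bp on each side of the gene end with more CpGs was used, a choice made after seeing the data. Of 34328 genes 31613 could be tested, with a median of 1178 calls per library. The limma-moderated model called 0, with a smallest adjusted p of 0.0637 and 1501 genes (4.75%) at an unadjusted p under 0.05. limma on logit methylation called 0, with 1208 genes at that level, and the pooled chi-square test called 15638. The groups did not overlap at 582 genes (1.84%, against 1.59% for random labels). The smallest p was at 1110018N20Rik (gene 68941, CpGs from 167188062 to 167190026 on chromosome 2). It read 31.8% ± 1.92 (SD, n = 5) in Control and 43.1% ± 1.93 (SD, n = 4) in Susceptible libraries, from 3175 to 5437 calls. Its difference of +11.3 points missed the threshold in the limma-moderated model. It passed when calls were divided by each library's strand disagreement, with an adjusted p of 0.0460 from that model, and without Control 4, with 0.0360. In the same model it missed by more without Control 2 (0.365) and without Susceptible 6 (0.580), and with depth as a covariate (0.961). Depth follows the groups, so that covariate can take up a group difference and the last value does not show that the result is unstable. The next 4 had adjusted p of 0.904: Gm30875 (gene 102632924, chromosome 11, CpGs from 79974200 to 79975963, -17.2 points), Sh3gl3 (gene 20408, chromosome 7, 82173047 to 82174803, +17.2 points), Ubxn4 (gene 67812, chromosome 1, 128242901 to 128244897, +3.41 points) and Arntl2 (gene 272322, chromosome 6, 146793778 to 146795703, -14.0 points).

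Among 27 genes linked to social defeat or stress, listed in advance, 0 passed an adjusted p under 0.05 in the limma-moderated model, whether adjusted over the list alone or over all genes tested. The windows tested were the CpG-richer gene ends, so a promoter at the other end of a gene was not tested. Means of these windows in Susceptible libraries ran from 1.05% at Creb1 to 94.5% at Nr3c1. At an unadjusted p under 0.05 there were 2 of the 27 genes. That count was 4 without Control 2, 2 or 3 without any other library, and 1 with windows of 2000 bp. The smallest p was at Arc (gene 11838, chromosome 15, CpGs from 74671593 to 74673550), which read 4.55% ± 2.03 (SD, n = 5) in Control and 8.47% ± 1.78 (SD, n = 4) in Susceptible libraries, from 2763 to 5584 calls. Its difference of +3.92 points had an adjusted p of 0.0888 over the list alone and an adjusted p of 0.972 over all genes tested in the limma-moderated model. Leaving out 1 library in turn took the smallest adjusted p over the list alone from 0.0400 without Control 3, the only call, to 0.348 without Susceptible 6 in the limma-moderated model, and windows of 500 bp gave 0.418.

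Imprinted genes, which carry methylation on 1 parental copy in some region, served as a check of the values. Whether the gene-end window holds that region was not checked, so a level away from the middle does not show a lost imprint. Over 14 of 15 listed genes the mean was 47.4% ± 2.95 (SD, n = 5) in Control and 46.8% ± 1.46 (SD, n = 4) in Susceptible libraries, a difference of -0.667 points (two-sided exact permutation p = 0.722). Single libraries lay between 42.3% and 49.99%. Between 30 and 70% lay 9 of the genes, while the lowest was Grb10 at 3.27% (chromosome 11, CpGs from 12036432 to 12038428) and the highest Mest at 72.9% (chromosome 6, 30732524 to 30734500). With windows of 2000 bp on each side the difference between the groups turned to +0.410 points. Leaving out 1 library moved it between -1.94 points, without Control 8, and -0.0286 points, without Control 5.

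Gene bodies of cell type genes tested whether the punches differed in cell makeup, since expressed genes often carry less methylation in the cells that express them. None of the 4 lists differed past the threshold by two-sided exact permutation tests adjusted over the lists. Neuron genes (16) read 53.2% ± 1.14 (SD, n = 5) in Control and 54.3% ± 2.41 (SD, n = 4) in Susceptible libraries (exact p = 0.413, adjusted 0.5503). Oligodendrocyte genes (12) read 59.0% ± 2.07 (SD, n = 5) and 58.4% ± 1.87 (SD, n = 4), with an exact p of 0.643, adjusted 0.643. Astrocyte genes (10) read 67.9% ± 0.662 (SD, n = 5) and 65.9% ± 3.12 (SD, n = 4), with an exact p of 0.0556, adjusted 0.222. Without Susceptible 7 that difference of -2.05 points shrank to -0.488. Microglia genes (10) read 80.9% ± 1.40 (SD, n = 5) and 79.5% ± 2.07 (SD, n = 4), with an exact p of 0.310, adjusted 0.5503. The neuron difference of +1.04 points turned to -0.158 with the median over genes. Within the neuron list, the striatal genes Ppp1r1b, Rgs9 and Pde10a stood apart in 2 of the Susceptible libraries: Ppp1r1b read 41.8% in Susceptible 6 and 42.4% in Susceptible 7, and 24.7 to 31.7% in the other 7 libraries. Of the other striatal genes of the list, Drd1, Drd2, Penk, Adora2a and Tac1, only Adora2a had both of these libraries as its highest. Drd1 was highest in Susceptible 7, at 38.1%, but read 26.0% in Susceptible 6, inside the 21.9 to 32.4% of the other 7.

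Whole methylomes did not group by phenotype. Across 1041809 tiles the mean Pearson correlation was 0.875 over 16 pairs of libraries within a group and 0.884 over 20 pairs between groups, so libraries of different groups were on average the more alike. These are correlations across tiles, which are not independent replicates. The one-sided exact permutation p of the difference in distance was 0.849. Correlations ran from 0.752 to 0.962, and each pair that included Control 5 or Control 8 was at 0.857 or less, against 0.886 or more for every other pair. Mean correlation within the Control group was 0.845 and within the Susceptible group 0.925. Leaving out any one Control library turned the difference in distance positive, to at most 0.00216, with exact permutation p of 0.143 or more.

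**Figure D4:**
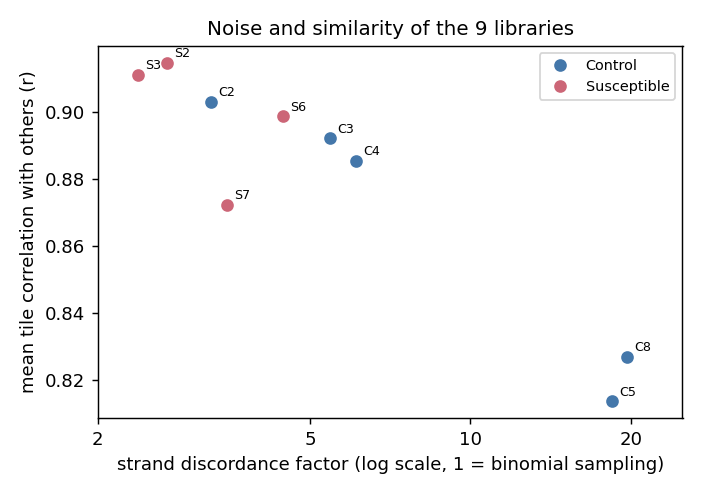
Mean Pearson correlation of each library with the other 8 across 1-kb tiles (vertical axis, not starting at 0) against its strand discordance factor (horizontal log axis, 1 for binomial sampling); C and S with a number name the Control and Susceptible libraries, 1 point each. Control 5 and Control 8, at factors of 18.4 and 19.7, have the lowest mean correlations.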

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

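The tests chosen only after the result was seen are all those of Susceptible 7 and that of a few genes for the imprinted list. In each group the highest and lowest library were compared with the others by Dixon's ratio of the gap to the range. Over 48 reported values and 93 groups, 9 groups held a library that stood apart, where chance alone gives about 1 in 20 groups, or 4.65. These 9 flags fell on 5 libraries, with 3 flags on Susceptible 7. Within a group the design names no difference between mice, so no biological explanation was tested.

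Susceptible 7 had low methylation over astrocyte gene bodies, at 61.2% where the nearest other Susceptible library stood at 67.2%, and over microglia gene bodies, at 76.4% against 80.03%. For astrocyte genes, a few genes of the list are argued against: it was the lowest Susceptible library at 8 of 10 genes, where chance gives 25%, and the 2 genes of largest gap gave 34.2% of the summed gap. A lower level across the whole library is argued against as the whole cause. Genome-wide, Susceptible 7 lay -1.16 points from the next lowest library, and with each library's genome-wide level subtracted its astrocyte genes still lay -3.72 points from the lowest of the other 8, whose SD was 0.489. Among the 4 Susceptible libraries alone the ratio of gap to range then fell to 0.724, under the critical value, so that narrower comparison does not separate it. For microglia genes neither is decided. It was the lowest at 9 of 10 genes, but 2 genes gave 52.5% of the summed gap, and after subtraction it lay -0.629 points from the lowest other library, where the SD was 1.04. Another mix of cells in the punch stays open for both lists: Susceptible 7 ranked number 2 of the 9 libraries from the top in the neuron list, but no cell counts were used here.

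The cortical projection neuron list in Susceptible 7 stood at 38.9% against 44.2% in the nearest other Susceptible library. A few genes of the list may carry the size of this gap: Neurod6 and Slc17a7 gave 73.5% of its sum, although Susceptible 7 was the lowest Susceptible library at 8 of 8 genes. A lower level across the whole library is not decided, because after subtraction of the genome-wide level the list lay -0.162 points from the lowest of the other 8 libraries, within their SD of 1.56. Nor is another mix of cells in the punch, although the striatal projection neuron list ranked number 1 of the 9 libraries in Susceptible 7.

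The imprinted list mean of Control 8 was 42.3%, where the nearest other Control library stood at 48.0%. A few genes of the list may carry the size of this gap: Impact and Nnat, picked by their values, gave 72.0% of its sum. Impact read 15.03%, against 49.7 to 72.2% in the other Control libraries, and Nnat 31.9%, against 53.9 to 58.7%. Without both genes Control 8 stood at 45.5% and the nearest other Control library at 46.3%. Whether repeated reads of few molecules account for the low values cannot be told. Its strand disagreement, at a factor of 19.7, was the largest of the 9, but noise would send genes both ways. Control 8 was the lowest of the 9 libraries at 5 of 14 imprinted genes and the highest at 2, where chance gives 1.56 at each end, so the excess lay on the low side alone and the genes are few. A loss of imprinting was not tested.

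Control 3 had the lowest forward-strand mitochondrial level among Controls, at 3.90% where the nearest stood at 5.71%. Its mitochondrial level over both strands was also the lowest of the 9, at 2.33%. No explanation was tested for it, and it lies away from the Susceptible range.

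Among the features of smallest p, 4 had a library that stood apart. At the CpG in 1700113H08Rik, Susceptible 6 read 48.1% against 77.8% in the nearest Susceptible library. At the gene end of 1110018N20Rik, Control 4 read 35.1% against 31.6% in the nearest Control, at that of Gm30875 Control 3 read 54.0% against 48.2%, and at that of Sh3gl3 Susceptible 6 read 65.2% against 55.8%. These features miss the threshold, and no explanation was tested for them.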

How the results depend on the processing

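The tests and alternatives were chosen before the data were examined, except these tests, which were chosen only after the result was seen. They are all those of CpG-richer gene ends, windows of 2000 bp and division of calls by strand disagreement. They also include leaving out the 2 libraries of highest strand disagreement, and a minimum of 20 calls per CpG. CpGs listed in all 9 libraries are included for chromosome classes, feature classes, tiles and sample separation, but not for the genome-wide level. The lists of striatal and cortical projection neuron genes were also written after the cell type lists had been seen. Promoters as first planned, and exon, intron and UTR classes, were not run.

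Using only CpGs listed in all 9 libraries reversed small differences, none of which had passed a threshold: autosomes, and with them the genome-wide level, +0.0131 points, X +0.1997, 10 to 19 CpGs per kb +0.00258, 20 to 39 +0.0335, 40 or more +0.0514, gene ends +0.04997 and inside genes +0.139. This alternative changes both the CpGs and the weighting, since each CpG then counts equally, and the cause of the reversals was not tested. Equal weight per CpG without the common set did the larger part of the move for autosomes (-0.0121), gene ends (-0.0486), 40 or more CpGs per kb (-0.176) and inside genes, and the smaller part for X (-0.959), 10 to 19 (-0.0925) and 20 to 39 CpGs per kb (-0.397). Nor was it tested for the other reversals: inside genes +0.0853 as a mean over CpGs, the imprinted list +0.410 with 2000 bp on each side, and the neuron list -0.158 as a median over genes.

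The mitochondrial difference stayed past its threshold as a mean over CpGs and over CpGs listed in all 9 libraries. It kept its direction in every alternative, from 8.41 to 10.5 points when 1 library was left out. Its adjusted exact p then lay between 0.0571 and 0.114. With 4 against 4 or 5 against 3 libraries a class alone cannot get below 0.114 or 0.0714 unless other classes are as small, so this says nothing about its stability.

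Leaving out 1 library in turn changed the sign of differences near 0, and the cause was not tested. Ranges were -0.279 to 0.431 points for 1 to 4 CpGs per kb, -0.420 to 0.394 for 5 to 9, -0.536 to 0.436 for 10 to 19, -0.559 to 0.311 inside genes, -0.683 to 0.131 outside genes, and -1.26 to 0.181 for oligodendrocyte genes. Without Susceptible 7 the last 5 turned positive, to 0.394, 0.436, 0.311, 0.131 and 0.181, and without Control 5 so did 5 to 9 CpGs per kb (0.0132) and oligodendrocyte genes (0.109). The class of 1 to 4 CpGs per kb turned negative without Control 3 (-0.0265), Control 4 (-0.0925), Susceptible 2 (-0.0670), Susceptible 3 (-0.0362) and Susceptible 6 (-0.279). Without Susceptible 7 the autosomal difference shrank to -0.171 points, that of astrocyte genes to -0.488 and that of microglia genes to -0.370, without Susceptible 6 that of neuron genes to 0.247, and without Control 3 that of 40 or more CpGs per kb to -0.449. Without Susceptible 7 that of 20 to 39 CpGs per kb shrank to -0.00249, and without Susceptible 6 that of Y to 0.511. The imprinted difference ran from -1.94, without Control 8, to -0.0286, without Control 5. Sample separation ran from -0.0253 to 0.00216 and turned positive without Control 2 (0.00156), 3 (0.00161), 4 (0.00216), 5 (0.000785) and 8 (0.000111).

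Counts of 0 moved in few alternatives. The pooled chi-square test called 402047 tiles (197361 higher and 204686 lower), 1539775 CpGs (714530 and 825245) and 15638 gene ends (7669 and 7969), because it treats calls as independent. Leaving out 1 library gave 0 to 1 tiles, 0 CpGs, 0 to 1 gene ends and 0 to 1 candidates. The single calls were the Ddhd1 tile without Control 4 (adjusted p 0.0378), 1110018N20Rik without Control 4 (0.0360) and Arc without Control 3 (0.0400, over the list alone). Dividing calls by strand disagreement called 1 gene end, 1110018N20Rik (0.0460). Over its alternatives its adjusted p ran from 5.73e-105 (pooled) to 0.976. Minimums of 3, 5 and 10 calls per CpG are the same test, since every listed cytosine has 10. The Ddhd1 tile ran from 4.24e-106 to 1, with 0.997 when the most covered CpGs were left out. Over the candidate list the smallest adjusted p ran up to 0.348 without Susceptible 6, with 0.309 without Control 8 and 0.251 without Susceptible 7, and to 0.418 with windows of 500 bp. All other alternatives but the replicate block called 0.

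With the replicate block on the numbers 2 and 3, shared by both groups, the paired model called 433 tiles (221 higher and 212 lower), 0 CpGs and 0 gene ends, and the genome-wide difference was -0.429 points. There were fewer than 3 such pairs, and deviations of same-numbered libraries correlated at 0.0258 and -0.0171 over tiles, so the samples share only a number. The 433 tiles rest on 4 libraries.

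Thinning, which matched only the mean calls per tile to the shallowest library, called 0 tiles, with 43018 at an unadjusted p under 0.05. Leaving out 1 library took that count from 45605 to between 29547 and 55883 tiles, and division of calls by strand disagreement took the count of CpGs from 455006 to 94916. The median dispersion of tiles was 6.33, and 4.07 without Control 5 and 8. In simulated tiles near the middle of the scale, a difference of 20 points was recovered in 9.5% of cases. The share was 5.5% where the spread followed strand disagreement, so counts of 0 do not show that tiles are alike.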

Other observations

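The tests chosen only after the result was seen are those of nuclear copies, a mislabelled sample, a library batch, conversion of mitochondrial DNA alone and depth for the mitochondrial level, of different CpGs for the X level, of other splits for tiles, of a higher level across the library for the striatal genes, and the count over Drd1, Drd2, Penk, Adora2a and Tac1. The lists of 12 striatal and 8 cortical genes were written after the pattern in Ppp1r1b, Rgs9 and Pde10a had been seen, but before the values of their own genes were.

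The mitochondrial level was the only measure of methylation past its threshold. Several technical sources are argued against. Incomplete bisulfite conversion of the whole library would raise the CpG-dense nuclear windows by about as many points. These differed by -0.765 points, by -0.449 without Control 3, by -0.176 with each CpG weighted equally and by +0.0514 over CpGs listed in all 9 libraries, against 9.32 points in the mitochondrial level. Nuclear copies of mitochondrial sequence would leave methylated mitochondrial calls per autosomal call alike, but these were 4.23 times as many in Susceptible libraries. A few positions do not carry it, since 97.3% of CpGs were higher in every Susceptible library, and a single mislabelled library is argued against as the cause, since the difference stayed at 8.41 points or more whichever library was left out. Depth does not account for it, because libraries of nearly equal listed calls still differed by 9.48 points. A library batch that follows the groups cannot be told apart from the phenotype. Mitochondrial calls per autosomal call did not separate the groups (exact permutation p = 0.540), but listed calls did, and the labels give no batch. The share of CpGs listed on both strands also differed. It was 29.4% ± 5.58 (SD, n = 5) in Control and 38.3% ± 3.61 (SD, n = 4) in Susceptible libraries (exact permutation p = 0.0238). Incomplete bisulfite conversion of mitochondrial DNA alone cannot be told apart either: it could raise all 217 CpGs together, and more on one strand than the other, and calls outside CpG, which would decide it, were not analysed here. The forward strand rose 4.67-fold and the reverse strand 3.43-fold, and why they differ was not tested. A methylation difference linked to the phenotype remains open and untested, so the pattern is a reason to look at calls outside CpG and not a finding about mitochondrial methylation.

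The lower X level in Susceptible libraries may come from different CpGs passing the minimum of calls in each library. Of 612702 X CpGs, 18210 were listed in all 9. X is single copy in males, which may leave few with 10 calls, but this was not tested. Over these 18210 CpGs, each weighted equally, the difference was 0.1997 points and lay within the spread. Equal weight over all X CpGs left -0.959 points, so the weighting alone does not account for it. Whether the few CpGs listed in all 9 differ in kind from the rest of X was not tested.

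Tile counts varied between mice more than binomial sampling gives. Repeated reads of few molecules are a candidate explanation. The strands of a CpG disagreed by more than the binomial amount in all 9 libraries, by a factor of 2.38 in the least affected. Division of calls by each library's factor, which lowers the dispersion by construction, took its median to 1.004 in tiles, 0.591 at CpGs and 1.49 at gene ends, so the factor does not match the spread at every scale. A part of the strand disagreement may be methylation of 1 strand alone, which was not tested. Different CpGs passing the minimum in each library are argued against, since the dispersion stayed at 5.63 over CpGs listed in all 9.

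Random splits of the 9 samples gave as many features at an unadjusted p under 0.05 as the real groups did. For tiles this held in 50 of 100 splits, with the real one included, for CpGs in 5 of 40 and for gene ends in 26 of 100. Chance is therefore not excluded for any of the 3 counts.

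Methylation of striatal neuron genes stood apart in a pair of Susceptible libraries. Ppp1r1b, Rgs9 and Pde10a, seen first in the neuron list, read 41.8%, 78.3% and 75.3% in Susceptible 6 and 42.4%, 79.5% and 75.6% in Susceptible 7. The other 7 libraries, Susceptible 2 and 3 among them, lay at 24.7 to 31.7%, 68.4 to 72.0% and 64.4 to 68.0%. A higher level across the whole library is argued against for Susceptible 7, whose genome-wide level, at 74.6%, was the lowest of the 9. That of Susceptible 6, at 76.8%, lay under those of Control 3 and 5, in which these genes were not raised. Inside protein-coding genes, however, Susceptible 6 was the highest of the 9, at 81.3% against 81.0% in Control 5. For Susceptible 6 a part played by a higher level is therefore not excluded. A punch with fewer striatal projection neurons is a candidate explanation: expressed genes tend to be less methylated in the cells that use them, so losing those cells would raise the level. It was tested on 12 other genes of these neurons, listed before their values were seen. Susceptible 6 and 7 were the 2 highest of the 9 libraries at 7 of the 12 (Bcl11b, Adcy5, Rarb, Gng7, Rasd2, Scn4b and Actn2), where chance gives 0.333 genes. The list mean was 59.2% and 59.7% in these libraries and 51.1 to 54.7% in the others. Markers of the same neurons in the first list went less with it. Of Drd1, Drd2, Penk, Adora2a and Tac1, chosen for this count after their values were seen, Susceptible 6 and 7 were the 2 highest at 1 of 5, Adora2a, so at 8 of 17 genes in all, where chance gives 0.472. Drd1 was highest in Susceptible 7, at 38.1%, but read 26.0% in Susceptible 6, while Drd2, Penk and Tac1 lay within the range of the other 7 libraries in both. The evidence is therefore mixed. Whether cortical tissue in the punch replaced these cells cannot be told from 8 cortical projection neuron genes. Both libraries were the 2 lowest at 1 of the 8, where chance gives 0.222. The list mean of Susceptible 6, at 44.6%, lay among the other libraries (40.7 to 46.2%), while that of Susceptible 7, at 38.9%, lay under them. Expression of these genes was not measured here. A dissection that varied between mice could thus add to the spread within the Susceptible group, and a change in these neurons that only some defeated mice show stays open and untested.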
